A study of Mus musculus with 6 samples.

How the data were processed

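CUT&RUN libraries of mouse embryonic stem cells were used, from a floxed Sall4 line (wild type) and a Sall4 knockout line, with 2 SALL4 libraries per line. Of the 6 samples, the 2 IgG samples carry no list that was analysed here. Groups and replicate numbers were taken from the sample titles. The peak names in the wild-type replicate 2 list spell the genotype in a form that mixes the letters of both genotypes, and the antibody entry of the IgG samples names SALL4 with another catalogue number than that of the SALL4 libraries. The titles were followed in both cases. Per the labels' protocols, the cells were permeabilised with digitonin and the libraries were made with a Kapa kit. The aligner, the filters, the peak caller, its settings and the genome build are not stated in the labels, and the lists have no headers.

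Each list was called on 1 sample, not on pooled samples, and the values are the authors' own. The deposited score is the whole part of 10 times the −log10 q-value. The deposited fold enrichment is a ratio of the summit's pileup to a local background set by the authors' peak caller. The deposited −log10 p-value and −log10 q-value belong to the same summit, and no deposited q-value exceeds 0.05. The deposited summit offset is given in bp from the start of the interval. Peak names with letter suffixes mark several summits of 1 interval, and such lines were merged, with the highest fold enrichment kept. Fold enrichments and q-values were used to describe, rank and filter intervals within a list.

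Pileups and backgrounds were recovered from the values. With a pseudocount of 1, the fold enrichment and the Poisson p-value together give a whole summit pileup and a local background, within a tolerance of 0.0001 in −log10 p, for 100% of the lines of all 4 lists. Steps in the recovered background gave the depth of each library relative to the control (0.847 to 0.988), and a fragment length of 99, 101, 110 and 102 bp in wild-type replicates 1 and 2 and knockout replicates 1 and 2. The number of fragments in a library was not recovered. On 4913 simulated summits, 100% of the pileups were recovered exactly, and 0.0407% fell within the tolerance once the p-values were permuted. Their pileups were drawn evenly over a wide range, and their backgrounds were set by hand, not taken from the lists. Most were higher than the lists' own pileups, so the simulation covers weak summits sparsely. For the comparison with gene ends, 20% of 10000 simulated positions were placed within 1 kb of a gene end, and 19.4% was recovered after the random background was taken off.

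Coordinates are those of the lists, written from 1. As no build is stated, it was settled from the data. The names of unplaced and patch sequences match GRCm38, the position 170005842 on X lies past the end of X in the later build, and the summits' excess at gene ends of the GRCm38.p6 gene table was higher than after a shift in 19 of 20 chromosomes. That table of 49939 genes was used for names and neighbours, and none of its coordinates is given. It holds no strand and no exons, so the planned shares at transcription starts, exons and introns were replaced by the shares within 1 kb of either end of a gene and inside a gene. Random positions were drawn between the first and last interval of each chromosome and could not avoid unsequenced runs, since no genome sequence was used here. For the same reason 4 planned analyses of sequence were not run, namely the A+T content at summits, AT-rich motifs, 6-mers and the motifs of other regulators.

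Numbers of intervals were compared between genotypes as log2(number + 1), with a two-sided exact permutation test of the 4 libraries. Overlaps needed at least 1 bp. Shares carry 95% intervals by Wilson's method for the wild-type lists and exact binomial intervals for the knockout lists, which cover counting error only, and were set against 100 seeded shuffles within chromosomes. A consensus region was present in both wild-type lists and overlapped no knockout interval. Strength was compared by Spearman's rho and Pearson's r across shared regions.

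The sites named in the text follow a rule fixed before the data were examined. It covers all intervals within 10 kb of Sall4, the 5 consensus regions with the best worst rank of fold enrichment over both wild-type replicates, the 3 best-ranked intervals of the knockout lists (more than 5 being present in both), and 11 genes fixed by name. The stretches that hold the knockout intervals, and chromosomes 7 and 11, were named after their values were seen. Alternatives covered stricter q-values and fold enrichments, the overlap that counts as shared, the distance to genes, the gene types, the assembled chromosomes alone, each replicate left out, and a pairing by replicate number. A common −log10 p of at least 8 and a background of summits moved by 20 to 100 kb were added after seeing the data. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 were used.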

Results

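SALL4 is a zinc-finger protein that binds DNA, and its sites were mapped in mouse embryonic stem cells grown in medium with 2 kinase inhibitors and the cytokine LIF. The assay was CUT&RUN, in which an antibody bound in permeabilised cells directs a nuclease to cut out the DNA around its target, and the released fragments are sequenced. A line with a floxed Sall4 gene, in which the gene is flanked by recombination sites but intact (called wild type by its sample titles), was compared with a Sall4 knockout line. Each line had 2 SALL4 libraries, which gave 4 peak lists. The 2 IgG libraries, 1 per line, measure the background of the assay and were not analysed here as samples of their own.

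The peak lists do not give a read total. The depth was therefore recovered from the fold enrichments and p-values, which returned a whole number of fragments at the summit for 100% of the lines of each list. Relative to the control library used in the peak calling, the depth was 0.968 and 0.988 for wild-type replicates 1 and 2, and 0.847 and 0.929 for knockout replicates 1 and 2. The median pileup at a summit was 9 fragments in both wild-type lists and 12 and 13 fragments in the knockout lists. Most single intervals thus rest on few fragments, and the weakest calls on 4 fragments in wild type and on 7 and 8 in the knockout.

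The first comparison asked how many SALL4 intervals depend on the gene. After lines sharing 1 interval were merged, the wild-type lists held 55058 and 48295 intervals and the knockout lists 34 and 39. The means were 51676.5 ± 4782 intervals (SD, n = 2) in wild type and 36.5 ± 3.54 (SD, n = 2) in the knockout. The difference between genotypes was 10.43 on the log2 scale, with 1 added to each count. Variation between replicates gives a spread of 0.191 (log2), the square root of the sum of both genotypes' variances. A two-sided exact permutation test of the 4 libraries gave p = 0.333. That is the smallest p this test can give for 2 libraries against 2, so it cannot pass 0.05. The intervals covered 15306 and 13932 kb in wild type and 15.85 and 14.05 kb in the knockout. The same q-value cut-off corresponded to different p-values, since the weakest −log10 p was 3.55 and 3.60 in the wild-type lists and 6.61 and 7.12 in the knockout lists. At a common −log10 p of at least 8, a setting chosen after seeing the data, 28988 and 24821 wild-type intervals remained against 33 and 36 knockout intervals. This setting moved the log2 difference most, to 9.56.

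At Sall4 itself (gene ID 99377, chromosome 2), each wild-type list held 7 intervals in the gene or within 10 kb of it, and each knockout list held 0. Of these, 5 in each list lay inside the gene, and all 5 overlapped an interval of the other wild-type list. The strongest in replicate 1 lay at chromosome 2, 168764510 to 168764937, with a fold enrichment of 21.4 over the local background as the authors' peak caller gave it. The strongest in replicate 2 lay at 168762647 to 168763033, with a fold enrichment of 19.4. Sequence deleted in the knockout line would give no fragments whatever was bound there, and the extent of the deletion was not used here.

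**Figure D1:**
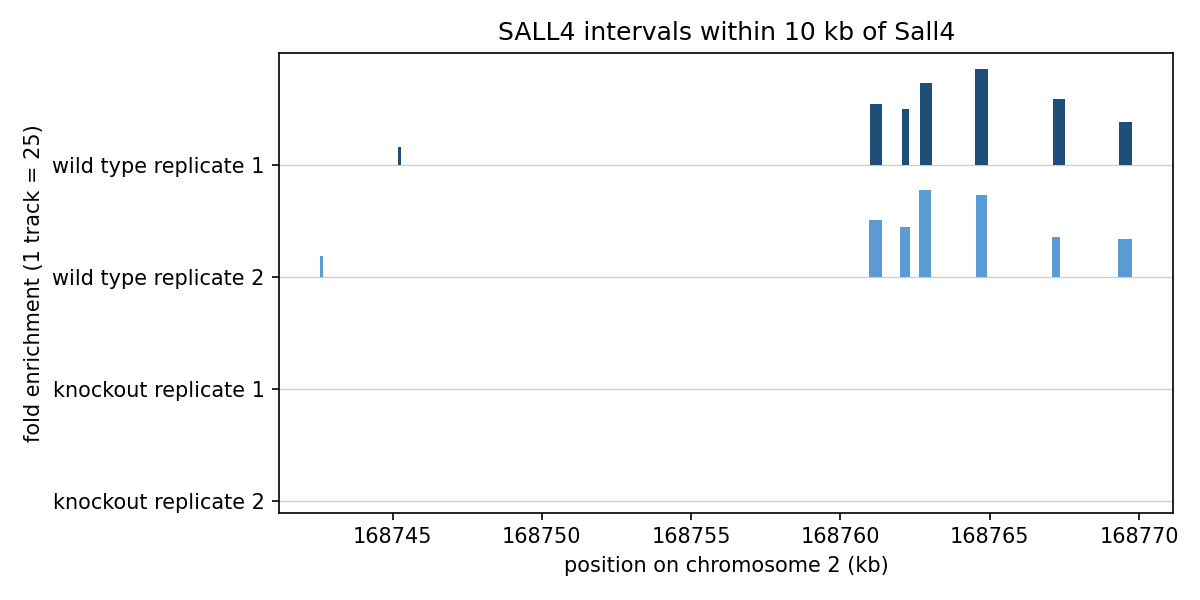
Map of the intervals within 10 kb of Sall4 on chromosome 2 in the 4 libraries. The horizontal axis is the position in kb, each bar spans an interval, and its height is the authors' fold enrichment, with 25 as the height of 1 track. Each wild-type track holds 7 intervals, and the knockout tracks hold 0.

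The wild-type replicates were called separately, so their agreement was measured by overlap of at least 1 bp. Of the replicate 1 intervals, 38734 of 55058 were found in replicate 2, which is 70.4% (95% Wilson interval 70.0 to 70.7). Of the replicate 2 intervals, 38312 of 48295 were found in replicate 1, which is 79.3% (79.0 to 79.7). Intervals shuffled within their chromosomes were found at 1.12% ± 0.048 and 1.26% ± 0.054 (SD over 100 shuffles). The intervals here and below cover counting error only. Requiring summits within 100 bp moved the mean of the 2 shares most, from 74.8% to 63.0%. The share rose with strength. In the weakest 10% of each list it was 32.6% for replicate 1 and 45.7% for replicate 2, and of the 10000 strongest intervals 99.92% and 99.94% were found anywhere in the other list. Intervals found in both lists had median fold enrichments of 7.11 and 6.54, and those found in 1 list had medians of 4.44 and 4.08, with a median pileup of 6 fragments in each list.

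**Figure D2:**
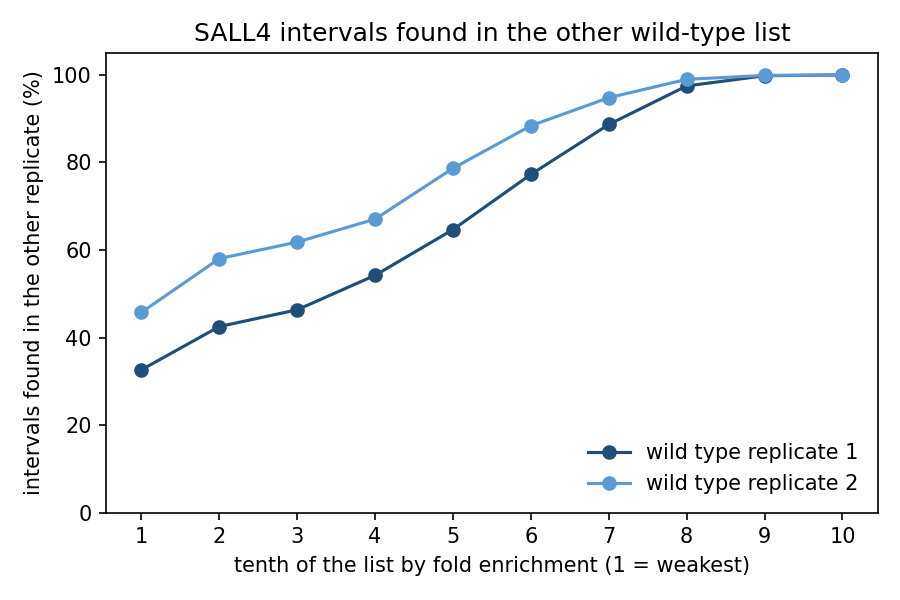
Share of intervals (%) found in the other wild-type replicate, with each list divided by fold enrichment into 10 equal parts from the weakest (1) to the strongest (10). Each point is 1 part of 1 list, and the shares start at 32.6% and 45.7% in the weakest part.

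Across the 38007 regions present in both lists, the fold enrichments had a Spearman's rho of 0.771 (95% interval 0.767 to 0.775) and a Pearson's r of 0.834 on the log2 scale. These are correlations across intervals, which are not independent replicates, and no p-value was computed. The background in both lists' fold enrichments appears to come from the same control library, as set out below, which can raise a correlation by itself. How much it adds is not given here. The alternative that moved rho most, summits within 100 bp, gave 0.784. The median log2 ratio of replicate 2 to replicate 1 was −0.13. After 10 regions that overlapped a knockout interval were left out, the wild-type consensus held 37997 regions covering 14641.8 kb.

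The 5 consensus regions with the best rank in both replicates had mean fold enrichments from 43.8 to 47.1, against list-wide medians of 5.86 and 5.56. The region on chromosome 16 at 73096249 to 73097353 had fold enrichments of 49.4 and 44.0 in replicates 1 and 2 and lay in the long non-coding RNA gene 4930500H12Rik. The region on chromosome 3 at 9654287 to 9655204 had fold enrichments of 47.5 and 46.7 and lay in the long non-coding RNA gene Gm33169. The other 3 lay in no annotated gene. They were chromosome 11 at 53202005 to 53203348 (nearest gene the pseudogene Gm11189), chromosome 17 at 37990197 to 37991098 (nearest the pseudogene Gm18522) and chromosome 13 at 114278351 to 114279421 (nearest the coding gene Ndufs4). Their fold enrichments in replicates 1 and 2 were 49.1 and 42.0, 45.7 and 41.9, and 44.8 and 49.0. The differences between the replicates, with SDs of 0.584 to 5.06, are of the size of the differences between the 5 means, so their order is not resolved. None of the 5 overlapped a knockout interval.

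Positions were then set against genes. Of 37965 consensus summits on the assembled chromosomes, 8.63% lay within 1 kb of either end of a gene, against 6.35% ± 0.113 (SD over 100 sets) of random positions. Inside genes lay 57.5% of the summits, against 48.9% ± 0.285 of random positions. The ratios of 1.36 and 1.18 exceeded every random set, and the same shares in the replicates' own lists were 8.96% and 8.74% near gene ends and 59.0% and 58.6% inside genes. The choice of background mattered. Against the same summits moved by 20 to 100 kb, a background chosen after seeing the data, the ratio at gene ends was 1.13 and the ratio inside genes was 0.977, below 1. The larger share inside genes therefore holds against random positions but not against neighbouring sequence.

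A list of 11 genes, fixed before the data were examined, held other Sall genes and regulators of pluripotency or development. Consensus regions in the gene or within 10 kb of it numbered 5 at Sall1, 0 at Sall2, 5 at Sall3, 1 at Pou5f1, 2 at Nanog, 5 at Sox2, 4 at Klf4, 9 at Esrrb, 4 at Tbx3, 8 at Prdm14 and 2 at Zbtb16. Both knockout lists held 0 at each of them. The median over the list was 1.17 consensus regions per 10 kb. In comparison, 57.9% of the 21883 coding genes had none, and of 10000 random lists of 11 coding genes 0 had a median as high. The random lists were not matched for expression or for the gene content of the surroundings.

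The knockout intervals were compared between replicates and with wild type. Of the knockout replicate 1 intervals, 26 of 34 were found in replicate 2, and of the replicate 2 intervals 34 of 39 were found in replicate 1. These are 76.5% (exact 95% interval 58.8 to 89.3) and 87.2% (72.6 to 95.7), against 12.3% and 12.8% of shuffled intervals. Of the same intervals, 15 of 34 and 16 of 39 overlapped an interval of either wild-type list. These are 44.1% (27.2 to 62.1) and 41.0% (25.6 to 57.9), against 10.6% and 10.6% of shuffled intervals. All of these overlaps lay on Y (15 of 22 and 16 of 29), with 0 of 12 and 0 of 10 on X. The shuffles spread intervals over each chromosome's span, while the knockout intervals lie in the short stretches described below. The shuffled shares of both comparisons therefore do not test whether intervals coincide site by site within a stretch. The mean of the observed shares, 42.6%, fell to 13.4% when summits within 100 bp were required, which moved it most. In the other direction, 15 of 55058 and 11 of 48295 wild-type intervals overlapped a knockout interval.

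The knockout intervals lay in 3 stretches at the far ends of X and Y. The first, on X at 169976555 to 170005842, spans parts of Mid1 and G530011O06Rik. It held 12 and 10 knockout intervals and 0 wild-type intervals in each list. The second, on Y at 90737437 to 90740439, lies in no annotated gene and held 3 and 5 knockout intervals and 0 wild-type intervals in each list. It contains the strongest interval of each knockout list (nearest gene Gm52481). That interval lay at 90737437 to 90739376 in replicate 1, with a fold enrichment of 17.7. In replicate 2 it lay at 90738017 to 90738589, with a fold enrichment of 21.7. The third, on Y at 90797424 to 90813756, overlaps the long non-coding RNA gene Gm33272 and held 19 and 24 knockout intervals and 15 and 11 wild-type intervals. Of the intervals called in both knockout lists, those ranked next by their worse rank in the 2 lists lay there. Merged over both lists, they span 90800652 to 90801301 (fold enrichments of 11.8 and 11.75) and 90799265 to 90799869 (9.73 and 11.75). The highest fold enrichments in the third stretch were 30.5 and 30.0 in wild type and 16.7 and 12.4 in the knockout. Fold enrichments from different lists were scaled separately, and these differences were not tested.

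**Figure D3:**
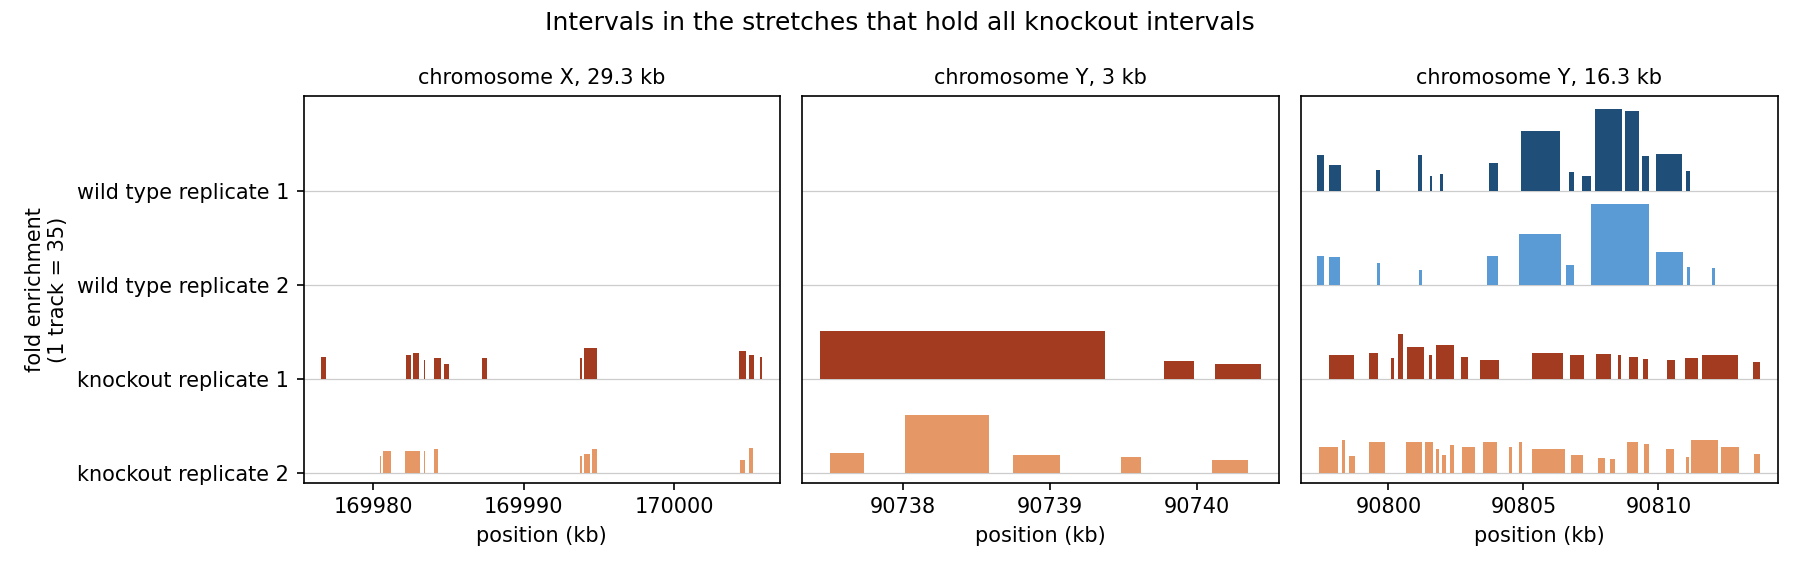
Map of the 3 stretches that hold all intervals of the knockout lists, 1 on X and 2 on Y, in the 4 libraries. The horizontal axes are positions in kb at different scales, each bar spans an interval, and its height is the authors' fold enrichment, with 35 as the height of 1 track. The X stretch and the first Y stretch hold 0 wild-type intervals.

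Intervals were spread over the autosomes at 18.1 to 30.3 per Mb in wild-type replicate 1 and 15.7 to 26.5 per Mb in replicate 2, with chromosome 7 lowest and chromosome 11 highest in both. The X chromosome held 13.2 and 11.8 intervals per Mb, which is 60.1% and 60.7% of the autosomal medians of 21.9 and 19.4. The X value lay below every autosome in both replicates. On Y the intervals span 0.0956 Mb only, and the density there was not compared with the other chromosomes.

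**Figure D4:**
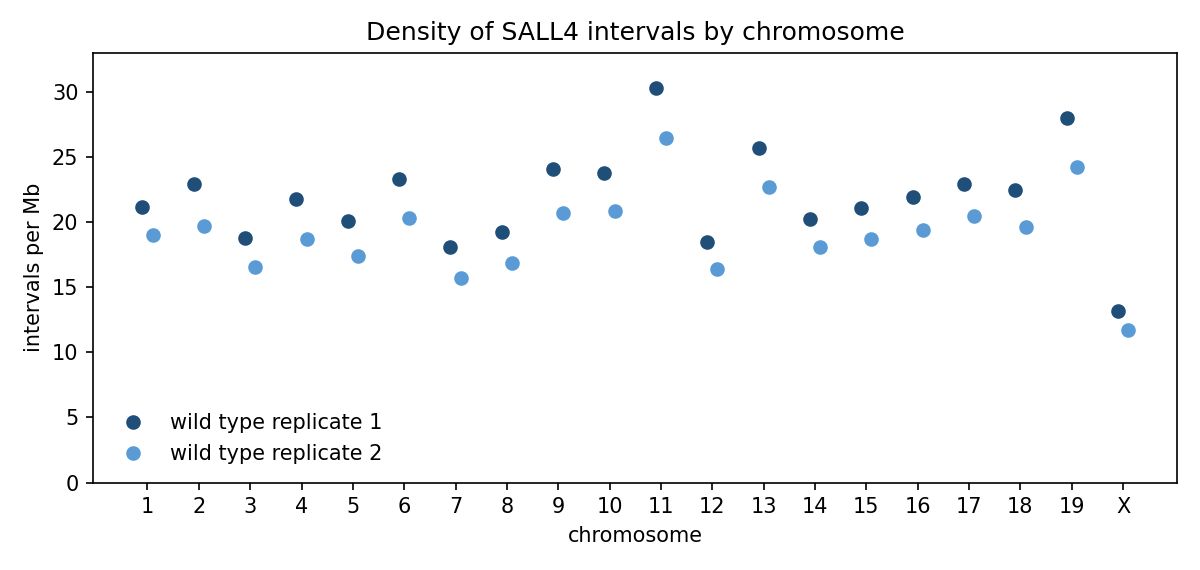
Number of intervals per Mb on each autosome and on X in the 2 wild-type lists. Each point is 1 chromosome in 1 list, with the length taken from its first to its last interval, and X lies below all autosomes in both lists.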

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

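The alternatives were planned before the data were examined, except the common −log10 p of at least 8 and the background of moved summits, which were chosen after seeing the results.

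The excess of intervals in wild type over the knockout kept its direction under all 10 alternatives run, with log2 differences from 9.56 at a common −log10 p of at least 8 to 10.55 at a −log10 q of at least 10. The exact permutation test was run on the main counts only, and with 2 libraries per genotype it could not pass 0.05 under any filter. The replicate numbers are shared by the genotypes, so same-numbered libraries were also paired, with the replicate number as a block. The log2 difference of 10.43 from this pairing equals the main value by construction. Its exact sign-flip p was 0.5, the smallest that 2 pairs allow. With 2 libraries per genotype and 1 value each, whether same-numbered libraries deviate together was not tested.

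The share of wild-type intervals found in the other replicate, 74.8% on average, fell to 63.4% with a reciprocal overlap of at least 50% and to 63.0% with summits within 100 bp. Both settings accept fewer pairs by construction. The share was 79.3% at a −log10 q of at least 10 and 79.4% at a fold enrichment of at least 10. With only the 10000 strongest intervals of each list compared, it was 79.7%. Leaving out a wild-type replicate gives no value for this share or for the rank correlation. The share of knockout intervals found in wild type, 42.6% on average, fell to 27.6% at a −log10 q of at least 10, 15.2% with the reciprocal overlap and 13.4% with summits within 100 bp. It ranged from 37.1% to 44.1% across the 4 fits that each left out one replicate. The last 2 drops exceed those in wild type, and the cause was not tested. With 34 and 39 intervals the counting error is wide. Spearman's rho of 0.771 rose to 0.78381 with −log10 q as the strength and to 0.78437 with summits within 100 bp, and the cause was not tested.

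The ratio of summits near gene ends to random positions, 1.36, was 1.51 within 500 bp, 1.29 within 3 kb, 1.33 with any overlap of the interval, 1.17 at a −log10 q of at least 10 and 1.46 with coding genes only. It ranged from 1.38 to 1.41 when one replicate was left out and was 1.13 against moved summits. It stayed above 1 throughout, with the lowest values at the strict q-value and against moved summits. The ratio inside genes, 1.18, was 1.19 with any overlap, 1.11 at the strict q-value, 1.21 with coding genes only and 1.20 to 1.21 with one replicate left out. Against moved summits it reversed to 0.977. Moved summits share the gene content of their surroundings by construction, which random positions do not.

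The number of listed genes with a consensus region (10 of 11) was 8 at a −log10 q of at least 10, and 10 with either replicate left out. The number of wild-type regions within 10 kb of Sall4 was 6 in the consensus and at the strict q-value, and 7 in either replicate alone. The alternatives of the 4 analyses of sequence were not run.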

Other observations

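The tests on depth, the shared control, the ends of X and Y, counting noise, genes on X, and the control on chromosome 11 were chosen only after the results were seen. The tests on the p-value cut-off, X copies, neighbouring intervals and thinning of chromosome 11 were written before their values were computed, though the patterns themselves had been seen.

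The knockout lists held 34 and 39 intervals against a mean of 51676.5 in wild type. Lower depth was tested by thinning the wild-type pileups to the depth of the shallowest knockout library and holding them to the stricter of the 2 knockout p-value limits, a −log10 p of 7.12 in knockout replicate 2, which left 27374 intervals on average. The stricter p-value at the knockout q-value cut-off was tested by holding the wild-type lists to the same limit, which left 31402 on average. Neither accounts for the small lists. Loss of SALL4, which the design names, stays open together with any other difference between the lines, since each genotype is 1 line.

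The background recovered at the summits gives a view of the control. The implied control depth was equal in the 4 lists, with a range of 9.37e-05% of its mean. Nearby pairs of knockout and wild-type summits on Y were then compared, which reuse summits at few places and are not independent. At 12 of 12 such pairs, the implied number of control fragments within 1 kb was also equal. This is consistent with 1 control library for all 4 lists, although the labels describe an IgG library for each line. Which line it came from could not be read from the lists. A knockout library may thus have been compared with a control from wild-type cells.

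All knockout intervals lay at the far ends of X and Y, near the region that these chromosomes share. Over-representation in every library, control included, would raise the control at nearly all of these summits. On the X stretch the control did not exceed the genome-wide background at 67.4% of them, averaged over the knockout lists, close to wild-type summits on X, where it exceeded it at 32.2%. On the second Y stretch it did not exceed it at 54.6%. On the first Y stretch the control was raised at 7 of 10 and 4 of 6 summits and stayed at the background at 31.7% on average. There over-representation cannot be told apart from other causes, as the summits are few. Antibody binding that needs no SALL4 and is equal in both lines would give wild-type intervals too, but on the X stretch and the first Y stretch, as bounded by the knockout intervals, the wild-type lists held 0. A wild-type replicate 2 interval lay 22 bp past the edge of the first Y stretch, and each wild-type list had 5 intervals on Y outside both stretches, of which 0 overlapped a knockout interval. On the second Y stretch 72.8% of the knockout intervals on average were found in wild type, and there equal binding cannot be told apart from other causes, since the authors' fold enrichments were scaled separately in each list and neither genotype was the stronger at all sites. A higher copy number of the region in the knockout cells than in the control cells may also add fragments. The median pileup on the X stretch was 26.0 times the genome-wide background on average, but a called summit needs a high pileup, so this value decides nothing. Without the knockout cells' own IgG library, not analysed here, copy number stays open. Reads shared between the repeats of this region were not tested. The named stretches deserve a look in the knockout IgG library.

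On average 25.2% of wild-type intervals were missing from the other replicate's list. If this were counting noise near the cut-off, redrawing the pileups would lose about as many. Redrawing them as Poisson counts lost 12.1% on average, and redrawing after shrinking the pileups for the selection of high values lost 14.9%. The lists differed. Replicate 1 lacked a match for 29.6% of its intervals against 13.8% lost in the second redraw, and replicate 2 for 20.7% against 16.1%. The second redraw was added because the first overstates the true level of weak intervals, and both ignore shifts of summit position. Counting noise may account for part of the missing intervals under this model. Whether it accounts for the rest cannot be told apart from a real difference between the cultures, as a simulated level excludes nothing. No biological explanation was tested.

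The X chromosome held 60.4% of the autosomal median of intervals per Mb, averaged over the wild-type lists. Fewer genes on X was tested against the 4 autosomes within 1 coding gene per Mb of X, whose lowest mean density was 17.4 intervals per Mb against 12.5 on X. That leaves the difference in place. A single copy of X was tested in 2 ways. The control exceeded the genome-wide background at 32.2% of X summits, against 52.1% to 82.5% on the autosomes, and thinning autosomal pileups to 0.5 of their fragments kept 65.2% and 63.9% of the intervals. Both are consistent with X having 0.5 times the copies of an autosome. The density on X may therefore be a matter of copy number. The intervals on Y do not settle the sex of the lines, since they span 0.0956 Mb near the region shared with X, and the labels do not give it.

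Chromosome 11 stood out in the other direction. The control exceeded the background at 82.5% of its wild-type summits, against 52.1% to 60.2% on the other autosomes. More genes on chromosome 11 was tested by the 3 other autosomes with the most coding genes per Mb, where the control exceeded the background at up to 60.2% of summits. More copies of chromosome 11 in the control cells would raise the control along the whole chromosome. In all 13 bins of 10 Mb the share was above that of every other autosome taken whole, the lowest at 71.1% and the highest at 89.5%. Bins of the other autosomes were not compared, so how far single bins vary there is open. A candidate explanation is therefore a gain of chromosome 11 in some or all of the cells that gave the control, a hypothesis that karyotyping or the IgG reads can test.

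Chromosome 11 also had the highest interval density, 28.4 per Mb on average against 16.9 to 26.1 on the other autosomes. Thinning its pileups to 2 of every 3 fragments, as an extra copy in the wild-type cells would call for, left 22.7 per Mb. That lies within the range of the other autosomes but above their median of 20.4, and thinning lowers any chromosome's density, so an extra copy in the wild-type SALL4 libraries cannot be told apart from a true excess of sites.

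Wild-type intervals lay close together. A neighbour within 5 kb was present for 56.3% and 52.7% of intervals, against 19.8% and 17.6% after shuffling. Splitting of single regions by the peak caller was tested by joining intervals less than 1 kb apart. After joining, 38.8% on average still had a neighbour within 5 kb, against 16.8% and 15.2% after shuffling. Splitting thus does not account for the whole pattern. Uneven mappability and open chromatin were not tested, and no biological explanation was tested.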
